A study of Caulobacter vibrioides CB15 with 18 samples. Its data were reported in "An RNA sponge directs the transition from feast to famine in Caulobacter crescentus" (2025).

How the data were processed

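Total RNA was measured by RNA sequencing in 18 libraries, 3 in each of 6 groups: an empty vector, a SisA plasmid or a CrfA plasmid in ΔvanAB and in ΔvanAB ΔsisA-D cells. Per the labels, RNA was extracted 15 min after 500 µM vanillate was added, ribosomal RNA was depleted with oligonucleotides made for Caulobacter, directional libraries were prepared, and single reads were made on an Illumina NextSeq instrument. The authors trimmed the reads, mapped them to the genome of strain NA1000 with the CLC Genomics Workbench and counted them per gene with standard parameters. The deposited table holds TPM, a share of transcripts corrected for gene length, made by the authors, with 4131 features in 18 columns and 0 columns of samples from outside the series. Of the features 34 are not named as genes and took 0.213 to 0.459% of TPM, and 91 of the 4097 genes were listed at 0 in all libraries. The authors tested differences with a tool of the same program that corresponds to the exact test of edgeR, which was not run here. Genes are named as the table names them. No coordinates are given, since the reference at hand describes strain CB15, whose locus tags differ.

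The comparisons had been planned for counts, and the table holds TPM, so the test on log2 values was used. TPM multiplied by gene length is a whole multiple of 1 fixed step per library, and that step could be found from features whose coordinates stand in their names, 23 in number, 8 of them with signal. The length that makes every value of a gene a whole number of reads was solved for 3962 genes, and 100% of their values were whole within 0.01 reads. Of the 3849 of them not named like small or stable RNAs, 99.9% had a length that is a multiple of 3 (33.3% by chance), so these are coding lengths. The same solver, tested on 300 simulated genes, recovered 100% of the lengths. The recovered reads served for depth, for the filter on low values and for 1 alternative test. Depth was 6750634 to 8877083 reads per library, at which the median SE of a log2 fold change was 0.12, and 0.18 for a difference between backgrounds.

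Genes were tested when at least 3 libraries held at least 10 reads, adjusted for depth, and all libraries together at least 15, which left 3858 genes, 77 of them named like small or stable RNAs. TPM was scaled by a trimmed mean of log ratios, written for this purpose, with 30% of ratios and 5% of mean levels trimmed on each side. The log2 of scaled TPM plus 1 was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust) with a mean for each of the 6 groups over all 18 libraries, and p-values were adjusted by the method of Benjamini and Hochberg within each comparison. Tests were 2-sided. A gene was called at an adjusted p of 0.05 or less and a change of at least 2-fold, and a difference between backgrounds at the adjusted p alone. There were 7 comparisons: SisA against vector and CrfA against vector in each background, ΔvanAB ΔsisA-D against ΔvanAB with the vector, and the difference of the SisA and of the CrfA response between backgrounds. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The seed was 20.

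Reads were simulated with the spread of the groups other than SisA in ΔvanAB, whose replicate 2 stood apart. The fit to the real libraries pools the spread of that group too, so real power may be lower than these values. In the simulation 94% of 100 genes changed by 1 on the log2 scale reached the adjusted p and 41% were called, with a median fitted change of 0.97. Of 100 genes changed by 2 on that scale, 99% were called with a median of 1.94, and 0 unchanged genes were called. A comparison with no changed gene gave 0 calls. For the CrfA difference 96% of 100 genes changed by 2 on the log2 scale were called, with 4 unchanged genes. These simulations used 3829 genes.

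The genes named in the text follow a rule fixed before the data were examined. For each comparison with a vector group they are the 8 largest rises and 8 largest falls among called genes whose libraries do not overlap between groups, and for each difference between backgrounds the 4 largest positive and 4 largest negative called genes. In addition they are crfA, the gene opposite to it, sisA and its copies, vanA, vanB, hfq, and the members of the lists of SisA reporter targets and of follow-up genes. From every other list up to 4 called genes with the smallest adjusted p were added. The text says where a gene was chosen after its values were seen.

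Of 21 gene lists fixed before the data were examined, 7 were defined by product names, which the table lacks, and were not used: TonB-dependent receptors, major facilitator and ABC transporters, glycoside hydrolases, fatty acid oxidation, ribosomal proteins and stable RNA. ATP synthase matched 2 genes and was not tested. The others were SisA reporter targets, study follow-up targets, the TonB system, xylose utilisation, TCA cycle, flagellum, chemotaxis, chaperones and proteases, cell cycle regulators, RNA chaperone and decay, phosphate uptake, the mobile capsule island (17 listed, 12 tested) and small RNAs (206 listed, 75 tested). Ribosomal proteins by symbol were added after the data were seen. Lists were tested against all other genes with camera of limma at a preset correlation of 0.01, adjusted over the 98 pairs of list and comparison, and again with the correlation estimated per list. Levels reached with each plasmid were compared between backgrounds with the same fit, a test chosen after the differences were seen. The study's annotation of its target genes was used for classes of genes. Called genes shared between comparisons were set against the number expected of independent lists, and correlation and covariance against 100 simulations of unchanged groups that share controls, run also for 3 pairs with the comparison of the vector groups. Since no gene changes in these, 0 genes were called in them, so signs of called genes were set against 100 more, chosen after the counts were seen, in which the fitted changes of the called genes were placed on genes at random in each comparison.

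Alternatives tried were median-ratio scaling and no scaling, no filter (4006 genes) and a filter on the mean reads (3817 genes), a pseudocount of 0.1 or 10, the adjusted p alone, a 5-fold threshold, the replicate number as a block, leaving out small and stable RNA genes, fitting only the groups compared, leaving out each library, and limma-voom on recovered reads. Alternatives with DESeq2 or edgeR were planned for a table of counts and were not run, and limma-voom on the recovered reads was run in their place. The study's proximity-ligation and reporter data were not analysed here.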

Results

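RNA was sequenced from 18 cultures of the bacterium Caulobacter crescentus in 6 groups of 3. All strains lacked vanA and vanB, the genes for the enzyme that breaks down vanillate, so that vanillate could serve as an inducer. One background, ΔvanAB, kept the 4 genes sisA to sisD, which encode the small RNA (sRNA) SisA and its copies, and the other, ΔvanAB ΔsisA-D, lacked them. Each background carried an empty vector, a plasmid that makes SisA, or a plasmid that makes the sRNA CrfA. RNA was taken 15 min after 500 µM vanillate was added to cells in minimal medium with glucose at an optical density of 0.3. The study describes the cultures as biological triplicates, and the p-values measure the spread between these samples. The table gives TPM, the share of transcripts that belongs to each gene after correction for its length, and the reads behind it came to between 6750634 (SisA in ΔvanAB, replicate 2) and 8877083 per library. One read on a gene of 1 kb equals 0.105 to 0.134 TPM.

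The targeted genes were read first. CrfA is an sRNA known from carbon starvation, and the level of crfA rose in all 6 libraries with the CrfA plasmid. Mean scaled TPM (± SD, n = 3) was 45.9 ± 24.0 with the vector and 1602 ± 81.6 with the CrfA plasmid in ΔvanAB, and 99.5 ± 2.07 and 2046 ± 101 in ΔvanAB ΔsisA-D. With the SisA plasmid it was 41.1 ± 44.7 in ΔvanAB and 15.1 ± 7.34 in ΔvanAB ΔsisA-D. The vector libraries of ΔvanAB held 23 to 69 reads on crfA, so its baseline there rests on few reads. The gene annotated opposite crfA, CCNA_R0079, went from 0.559 with the vector to 23.6 ± 4.76 with the CrfA plasmid in ΔvanAB, and from 0.804 to 74.9 ± 15.8 in ΔvanAB ΔsisA-D. CCNA_R0079 held 0 to 1 reads per vector library in ΔvanAB and 1 in ΔvanAB ΔsisA-D, and 1 to 4 with the SisA plasmid. Its log2 fold changes therefore rest on few reads and depend on the pseudocount. Whether reads were counted by strand is not stated, so reads of crfA and CCNA_R0079 may not be fully told apart. The table does list them apart, with 111 to 128 reads on crfA and 1 on CCNA_R0079 per vector library of ΔvanAB ΔsisA-D. The vanB gene and the SisA copies sisB (CCNA_R0133) and sisC (CCNA_R0143) were listed at 0 in all 18 libraries. Among the others, vanA was above 0 in 2 libraries (at most 0.105 TPM). The gene of SisA itself, CCNA_R0014, was above 0 in 1 library (1.26 TPM in SisA in ΔvanAB ΔsisA-D, replicate 3). The copy sisD (CCNA_R0157) was above 0 in 1 as well (1.27 TPM in the vector in ΔvanAB, replicate 1). The table lists sisA and its copies near 0 with the SisA plasmid too, so neither the induction of SisA nor the deletion of sisA to sisD can be read from it. The study states that it checked overexpression of SisA and CrfA in this experiment by Northern blot, which was not analysed here.

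SisA replicate 2 in ΔvanAB stood apart from the other libraries. Its scaling factor was 0.549 against 0.936 to 1.19 in the other 17, and its 10 most abundant genes took 35.9% of TPM against 15.8 to 22.8%. Genes named like small or stable RNAs took 30.9% of its TPM and 10.3 to 17.98% elsewhere. Pearson's r across genes, which are not independent replicates, was as low as 0.955 between this library and its own group. Between all other replicates it lay from 0.983 to 0.996. In this library ssrA, the transfer-messenger RNA that rescues stalled ribosomes, stood at 68367 scaled TPM and the small RNA gene CCNA_R0077 at 215058, both chosen after their values were seen. The first axis of a principal component analysis held 45.4% of the variance and the second 18.4%.

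**Figure D1:**
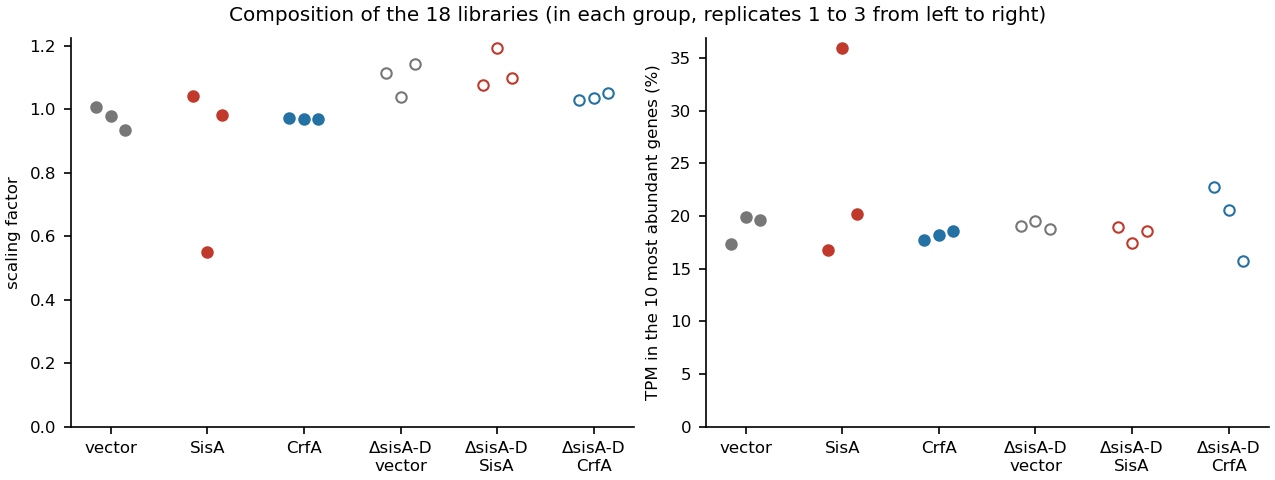
Scaling factor (left panel) and percent of TPM in the 10 most abundant genes (right panel) for each of the 18 libraries, replicates 1 to 3 from left to right in each group. SisA replicate 2 in ΔvanAB has the lowest factor, 0.549, and the highest share, 35.9%.

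All changes below are log2 fold changes of scaled TPM plus 1 with their standard error (SE), which understate changes of genes with low values. Of 3858 genes tested with limma, a gene was called when its Benjamini-Hochberg adjusted p was 0.05 or less and its change at least 2-fold. Differences between backgrounds needed the adjusted p alone. Each side had 3 libraries, for which an exact permutation test of a single gene gives a 2-sided p of 0.1 at the smallest.

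The first comparison asked which transcripts follow a pulse of SisA in cells that have their own sisA to sisD. Falls were far more common than rises. CCNA_03444, annotated as a TonB-dependent receptor, an outer membrane protein that imports scarce nutrients, fell most, 21.5-fold (log2 fold change -4.43, SE 0.21, adjusted p = 6.87e-10). The receptors CCNA_01042 (-3.35), CCNA_03574 (-3.09) and CCNA_00338 (-2.34) fell with it, as did the sugar transporter CCNA_00857 (-2.71, SE 0.11). Among enzymes, the aldehyde dehydrogenase CCNA_03695 fell 12.8-fold (-3.68, SE 0.13), followed by the feruloyl-CoA synthetase CCNA_03446 (-3.10), the amidase CCNA_01384 (-2.80) and hppA (-2.14, SE 0.15), a proton-pumping pyrophosphatase of the membrane. CCNA_02110 fell by 2.69. The transcript of hfq, the chaperone that pairs sRNAs with mRNAs, rose 6.17-fold (2.63, SE 0.50, adjusted p = 0.00187), the largest rise with all 3 libraries, while without SisA replicate 2 it rose by 1.81 and CCNA_00706 by 1.86.

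Other genes that rose with SisA in ΔvanAB were CCNA_00706 (1.76, SE 0.31), CCNA_00705 (1.69, SE 0.30), CCNA_01149 (1.60), CCNA_01102 (1.41, SE 0.16), CCNA_01185 (1.25), CCNA_00897 (1.05) and CCNA_00472 (1.04). Of 10 mRNAs that a separate proximity-ligation experiment paired with SisA and the study tested as reporters, 5 fell, which was also 5 when adjusted over the list alone, and 8 were lower at the adjusted p alone (set test adjusted p = 2.84e-09, and 0.0218 with an estimated correlation). These were CCNA_03444, CCNA_03574, CCNA_00857, CCNA_00338 and CCNA_03263, a TonB-dependent receptor at -1.07 (SE 0.31, adjusted p = 0.0397) whose groups overlapped. The others were not called: xylX of the xylose operon at -0.93, CCNA_02914 at -0.81 and CCNA_02357 at -0.37, which missed the 2-fold limit alone, CCNA_01807 at -0.09 and CCNA_00543 at 0.10 (-0.62 without SisA replicate 2). All 5 genes that the study followed through carbon starvation fell, 5 also over the list alone, and the lists share 4 of these (adjusted p = 6.24e-09, and 0.0962 with an estimated correlation). It is not stated that the genes of either list were picked without these libraries, so neither is taken as independent evidence in any comparison. Of 75 small RNA genes tested, 3 fell, CCNA_R0127 (-2.45, or -1.64 without SisA replicate 2), CCNA_R0122 (-2.28) and CCNA_R0051 (-1.88), and the set did not pass (adjusted p = 0.885). The heat shock protein gene ibpA fell by 1.20 among 12 chaperones and proteases that did not pass as a set (adjusted p = 0.0517). The mobile capsule island, a horizontally acquired element with capsule genes, had a median of 1.04 over 12 genes, with CCNA_00472 as its 1 gene called (adjusted p = 0.00722, and 0.514 with an estimated correlation). crfA itself was at -0.52 (adjusted p = 0.669; -1.32 and 0.0874 without SisA replicate 2) and CCNA_R0079 at 1.33 (adjusted p = 0.0536), neither called. CCNA_R0079 held 1 to 4 reads per library with SisA and 0 to 1 with the vector.

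In all, 164 genes were called with SisA in ΔvanAB, 10 higher and 154 lower, and in 163 of them the 3 SisA libraries lay all above or all below the 3 vector libraries. Over all genes 21.1% were separated in this way, against 10% by chance. Without SisA replicate 2 the rise of hfq had an SE of 0.18 (adjusted p = 1.66e-06), the fall of CCNA_R0051 became -1.41 (adjusted p = 0.0599; 0.0580 without vector replicate 3) and the capsule island no longer passed (adjusted p = 0.0682). The call of CCNA_03263 was lost without vector replicate 2 or 3 or SisA replicate 1 or 3 (adjusted p from 0.0868 to 0.220), that of CCNA_00472 without vector replicate 1 (0.99) or SisA replicate 1 (0.97) or 3 (0.95), and that of CCNA_00897 without vector replicate 1 (0.89) or SisA replicate 1 (0.98). By contrast xylX was called without vector replicate 2 (-1.03) or SisA replicate 1 (-1.20), and CCNA_R0079 without SisA replicate 3 (1.82). Without SisA replicate 2, however, xylX was at -0.59 and missed the adjusted p as well (0.0599). Without scaling CCNA_00897 (0.84) and CCNA_00472 (0.80) were not called, and CCNA_02914 (-1.05) and CCNA_R0079 (1.12) were. With the 2 groups fitted alone hfq, CCNA_03263, CCNA_R0051, CCNA_R0122 and CCNA_R0127 were not called (adjusted p from 0.0540 to 0.261), and without scaling the median of all genes was -0.24. CCNA_03263 was not called with limma-voom on recovered reads either (adjusted p = 0.0889).

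The second comparison asked what a pulse of CrfA does in the same cells. Beside crfA (38.4-fold, 5.26, SE 0.59, adjusted p = 4.97e-05) and CCNA_R0079 (4.02, SE 0.41), 33 other genes rose. The alcohol dehydrogenase CCNA_03181 rose 7.63-fold (2.93, SE 0.17, adjusted p = 1.24e-07), the receptor CCNA_03574 6.65-fold (2.73, SE 0.19), meaA, a relative of methylmalonyl-CoA mutase, 6.51-fold (2.70, SE 0.17) and hppA 4.78-fold (2.26, SE 0.15). The receptors CCNA_03263 (2.11, SE 0.31), CCNA_03444 (1.68, SE 0.21) and CCNA_00338 (1.14, SE 0.21) and the gene CCNA_03176 (1.82) rose as well. Of 7 genes that fell, CCNA_01371 changed most, 5.88-fold (-2.56, SE 0.21, adjusted p = 1.43e-06), followed by CCNA_R0019 (-1.86), CCNA_00705 (-1.81, SE 0.30), CCNA_01102 (-1.75), CCNA_R0051 (-1.62), CCNA_02179 (-1.57) and CCNA_02741 (-1.13).

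Of the 10 SisA reporter targets, 4 rose with CrfA in ΔvanAB, 4 also when adjusted over the list alone, and 6 were higher at the adjusted p alone (adjusted p = 6.90e-09, and 0.0218 with an estimated correlation): CCNA_03574, CCNA_03263, CCNA_03444 and CCNA_00338. The others were not called, with CCNA_00857 at 0.48, CCNA_01807 at 0.44, CCNA_02914 at 0.43, CCNA_00543 at 0.30, CCNA_02357 at 0.22 and xylX at 0.16. All 5 follow-up genes rose, 5 also over the list alone (adjusted p = 6.48e-11, and 0.0600 with an estimated correlation). The 45 flagellum genes shifted down by a median of -0.08 with 0 called by limma (2 at the adjusted p alone; set adjusted p = 0.0206, and 0.828 with an estimated correlation). The 22 cell cycle regulators shifted by -0.10 with 0 called and 1 at the adjusted p alone (adjusted p = 0.0395, and 0.783 with an estimated correlation). Neither of these 2 lists passed without scaling (adjusted p = 0.0585 and 0.0727), where the ribosomal proteins by symbol did (0.0174). hfq was not called (0.42, adjusted p = 0.740), and the small RNA genes, with 2 higher and 2 lower, did not pass as a set (adjusted p = 0.396). Called genes numbered 42, 35 higher and 7 lower, and in all 42 the groups did not overlap, as in 32.5% of all genes against 10% by chance. Without the vector's replicate 1, the rise of CCNA_00338 was 0.88, under the 2-fold limit. CCNA_R0019 was not called without CrfA replicate 1 (adjusted p = 0.0685) or without scaling (0.133), and CCNA_R0051 lost its call when any 1 of the 6 libraries compared was left out (adjusted p from 0.0626 to 0.171) and without scaling (0.0759). CCNA_R0051 also lost it with limma-voom on recovered reads (adjusted p = 0.0608).

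**Figure D2:**
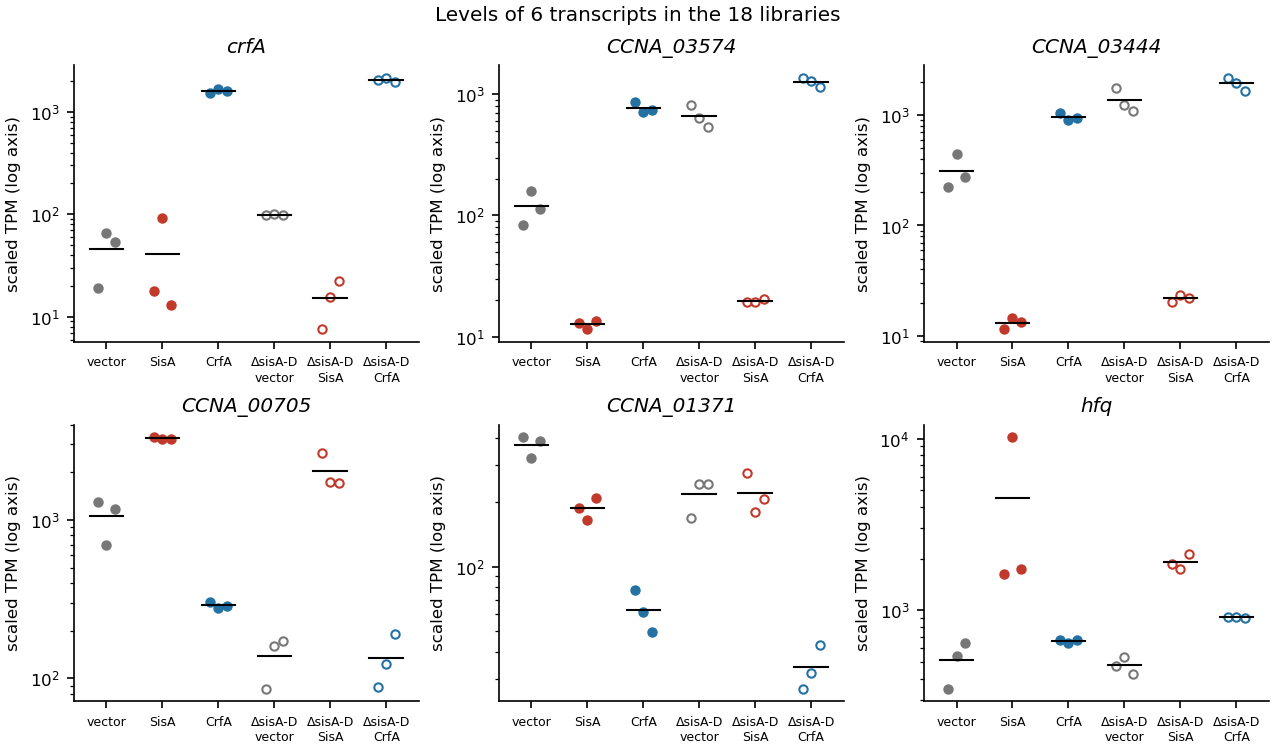
Scaled TPM on a log axis of crfA, CCNA_03574, CCNA_03444, CCNA_00705, CCNA_01371 and hfq in each library (points) with the mean of each group (bar). Mean CCNA_03574 was 119 with the vector, 12.6 with SisA and 772 with CrfA in ΔvanAB.

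SisA and CrfA moved many of the same transcripts in opposite directions. Of 30 genes called in both comparisons in ΔvanAB, 29 had opposite signs, where 1.42 would be expected of independent lists. Of these, 27 rose with CrfA and fell with SisA, among them CCNA_03444, CCNA_03574, CCNA_03263, hppA, meaA and CCNA_03181. CCNA_00705 and CCNA_01102 did the reverse. CCNA_R0051 fell with both. Both comparisons use the same 3 vector libraries as their reference, which by itself favours equal signs. In 100 simulations that shared these libraries, with the changes of the called genes placed on genes at random, at most 3 genes were called in both with opposite signs. When SisA in ΔvanAB ΔsisA-D, which has its own vector libraries, was set against CrfA in ΔvanAB, all 35 shared genes had opposite signs (1.86 expected). Across all 3858 genes, which are not independent replicates, Pearson's r was -0.20 and Spearman's rho 0.11 with the shared controls, and -0.55 and -0.32 with separate ones. In 100 simulations of unchanged groups with shared controls r was 0.497 on average, from -0.545 to 0.893. The covariance with the shared controls was -0.0300, against 0.0262 on average and -0.0263 at the lowest in these simulations.

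**Figure D3:**
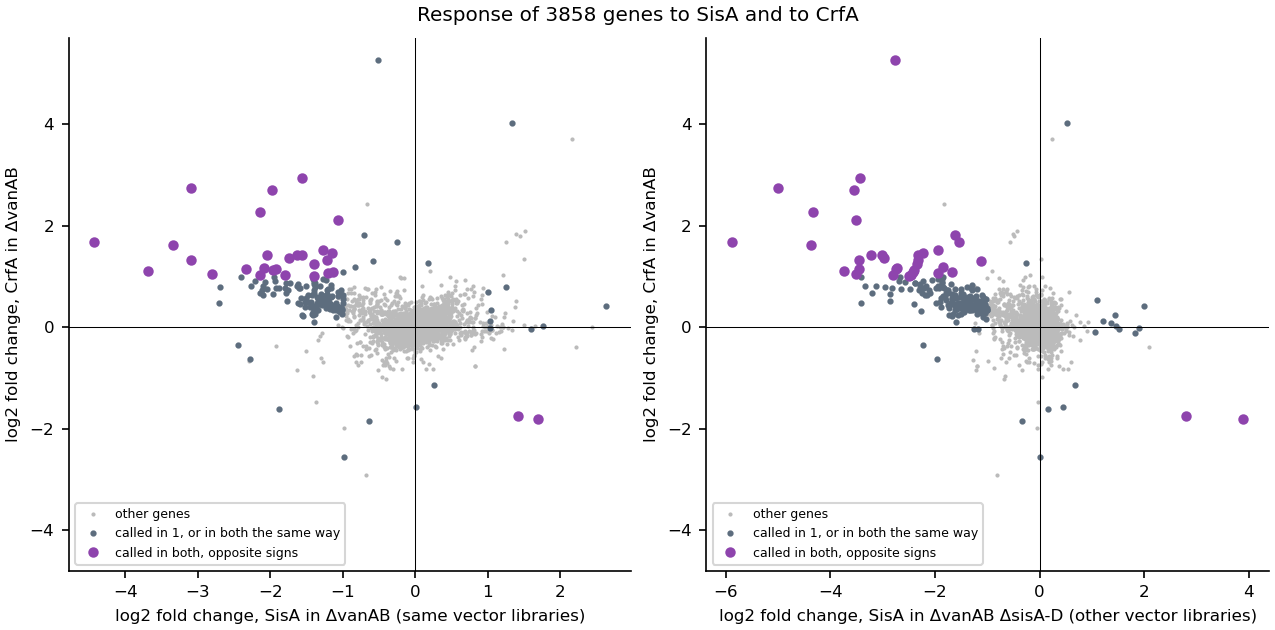
Log2 fold change of 3858 genes with CrfA in ΔvanAB against that with SisA in ΔvanAB (left, shared vector libraries) and with SisA in ΔvanAB ΔsisA-D (right, separate vector libraries). Purple points are the 29 (left) and 35 (right) genes called in both with opposite signs.

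In cells without sisA to sisD, a pulse of SisA lowered 151 of the 154 genes that it lowered in ΔvanAB. CCNA_03444 fell 58.8-fold (-5.88, SE 0.21, adjusted p = 1.37e-11), CCNA_03574 31.8-fold (-4.99, SE 0.19), CCNA_01042 20.5-fold (-4.36), hppA 20.2-fold (-4.33, SE 0.15) and CCNA_03695 13.4-fold (-3.74). The falls of meaA (-3.54), CCNA_03263 (-3.50, SE 0.31), CCNA_01384 (-3.50), CCNA_00338 (-3.45) and CCNA_00857 (-3.41, SE 0.11) followed. crfA fell 6.75-fold (-2.76, SE 0.59, adjusted p = 0.00478), on 9 to 30 reads per library with SisA against 111 to 128 with the vector. CCNA_R0079, with 1 to 4 reads against 1, was not called (0.53, adjusted p = 0.586). CCNA_00705 rose 14.9-fold (3.89, SE 0.30, adjusted p = 9.79e-08), CCNA_01102 6.98-fold (2.80, SE 0.16), hfq 3.97-fold (1.99, SE 0.50, adjusted p = 0.0146) and fcl, which makes GDP-fucose, 3.56-fold (1.83, SE 0.19). The genes CCNA_00472 (1.90), CCNA_01149 (1.53), CCNA_02466 (1.46) and CCNA_03360 (1.45) rose too.

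Of the 10 SisA reporter targets, 6 fell in ΔvanAB ΔsisA-D, 6 also when adjusted over the list alone, and 8 were lower at the adjusted p alone (adjusted p = 4.37e-13, and 0.00977 with an estimated correlation), the sixth being xylX at -1.03 (SE 0.23). CCNA_02914 was at -0.93, CCNA_00543 at -0.73, CCNA_01807 at -0.53 and CCNA_02357 at -0.31, none of them called. All 5 follow-up genes fell, 5 also over the list alone (adjusted p = 1.84e-12, and 0.0498 with an estimated correlation). Of 6 xylose genes xylX was the 1 that fell (set adjusted p = 0.296), and ibpA fell by 1.44 among chaperones and proteases (set adjusted p = 0.741). The small RNA genes CCNA_R0127 (-2.22) and CCNA_R0122 (-1.95) fell beside crfA (set adjusted p = 0.549). In all 215 genes were called, 12 higher and 203 lower, and none of the 215 had overlapping groups (25.7% of all genes did not overlap, 10% by chance). Of these, 157 were called the same way in ΔvanAB, where 8.13 would be expected. hfq was not called without the vector's replicate 3 in this background (adjusted p = 0.0538) or without SisA replicate 3 (adjusted p = 0.0588). Without SisA replicate 2 of ΔvanAB, which is outside this comparison but adds to the shared spread, hfq rose by 1.97 (SE 0.16, adjusted p = 8.3e-08). xylX was under the 2-fold limit without vector replicate 3 (-0.96) or SisA replicate 1 (-0.95) or 3 (-0.99), and CCNA_02914 was called without that vector library (-1.03). Without scaling CCNA_R0127 was not called (adjusted p = 0.0663).

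The SisA response itself differed between the backgrounds. In cells without sisA to sisD the falls of CCNA_03263 (difference -2.44, adjusted p = 0.0162), hppA (-2.19, adjusted p = 0.000155), CCNA_03574 (-1.90, adjusted p = 0.00210), CCNA_03181 (-1.87, adjusted p = 0.00146) and CCNA_03444 (-1.45, adjusted p = 0.0340) were larger on the log2 scale, and so were the rises of CCNA_00705 (2.21, adjusted p = 0.0249) and CCNA_01102 (1.39, adjusted p = 0.00623). Differences were called for 23 genes, 2 positive and 21 negative. They go with the levels in the vector libraries, which enter the difference, and not with lower levels after the pulse. The 21 genes were higher with the vector in ΔvanAB ΔsisA-D than in ΔvanAB by a median of 1.38, while with SisA the backgrounds differed by a median of 0.11, with 17 higher and 4 lower in ΔvanAB ΔsisA-D. Mean scaled TPM with SisA was 19.6 in ΔvanAB ΔsisA-D and 12.6 in ΔvanAB for CCNA_03574, 58.3 and 54.2 for hppA, 21.8 and 13.0 for CCNA_03444 and 6.61 and 5.26 for CCNA_03263. CCNA_00705 reached 2036 and 3278. Of the SisA reporter targets 3 differed, all negative, and 5 when adjusted over the list alone (adjusted p = 3.86e-08, and 0.0240 with an estimated correlation). Of the follow-up genes 4 differed, and 5 over the list alone (adjusted p = 4.34e-13, and 0.0446 with an estimated correlation). The differences for hfq (-0.64, adjusted p = 0.819) and crfA (-2.23, adjusted p = 0.425) did not pass, and without SisA replicate 2 they were 0.17 and -1.45. Without scaling 5 genes were called, 1 positive and 4 negative (20% against 8.70% positive), and the median difference of all genes was 0.28. Without SisA replicate 2 there were 38. With only the groups concerned fitted, CCNA_00705, CCNA_01102, CCNA_03263 and CCNA_03444 were not called (adjusted p from 0.0731 to 0.190). Without scaling CCNA_00705 (adjusted p = 0.0775) and CCNA_03444 (0.226) were not called.

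Single libraries decided some of these differences in the SisA response. CCNA_00705 was not called without vector replicate 1 or 3 or any SisA library of ΔvanAB, or without vector or SisA replicate 1 of ΔvanAB ΔsisA-D (adjusted p from 0.0511 to 0.0879). CCNA_03444 was not called without vector replicate 1 or 3 or SisA replicate 3 of ΔvanAB, or without vector replicate 1 or 2 or any SisA library of ΔvanAB ΔsisA-D (adjusted p from 0.0561 to 0.112), and CCNA_03263 was not called without SisA replicate 3 of ΔvanAB ΔsisA-D (adjusted p = 0.052). CCNA_00338 was called without vector replicate 2 of ΔvanAB (-1.33), and CCNA_00857 without that library (-0.79), SisA replicate 1 of ΔvanAB (-0.79) or vector replicate 3 of ΔvanAB ΔsisA-D (-0.77).

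In cells without sisA to sisD a pulse of CrfA raised 3 genes at 2-fold or more: CCNA_R0079 (41.5-fold, 5.37, SE 0.41, adjusted p = 2.52e-06), crfA (20.4-fold, 4.35, SE 0.59, adjusted p = 0.00161) and CCNA_03181 (2.17-fold, 1.12, SE 0.17, adjusted p = 0.00292). The fold of CCNA_R0079 rests on 1 read in each vector library. The receptors were not called: CCNA_03263 stood at 0.99, CCNA_03574 at 0.96, CCNA_00338 at 0.61 and CCNA_03444 at 0.53, and neither was hppA at 0.67. At the adjusted p alone 34 genes were higher, among them 2 of these 5, which missed the 2-fold limit alone. Without SisA replicate 2 of ΔvanAB the adjusted p by limma was 0.0111 for CCNA_03574 and 0.0200 for hppA. CCNA_01371 fell 6.31-fold (-2.66, SE 0.21, adjusted p = 2.52e-06), and CCNA_03074 (-1.75), CCNA_02179 (-1.55), CCNA_02741 (-1.20), CCNA_00768 (-1.19), CCNA_00618 (-1.14), CCNA_02808 (-1.13) and CCNA_02794 (-1.03) fell too. CCNA_01371, CCNA_02179 and CCNA_02741 had fallen in ΔvanAB as well. hfq was not called (0.93, adjusted p = 0.377). SisA replicate 2 of ΔvanAB is outside this comparison but adds to the shared spread. With that library left out, hfq was at 0.95 (SE 0.16, adjusted p = 0.00482) and missed the 2-fold limit alone.

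Of the SisA reporter targets limma called 0 with CrfA in ΔvanAB ΔsisA-D, 0 also over the list alone and 1 at the adjusted p alone, though the set as a whole moved up (adjusted p = 0.0143, and 0.336 with an estimated correlation). Of the follow-up genes 0 were called, 0 over the list alone and 2 at the adjusted p alone (set adjusted p = 2.92e-05, and 0.322 with an estimated correlation). The 12 chaperones and proteases shifted up by a median of 0.16 with 0 called and 1 at the adjusted p alone (adjusted p = 0.0395, and 0.783 with an estimated correlation). Called genes numbered 11, 3 higher and 8 lower, with 641 at an unadjusted p under 0.05, and all 11 had groups that did not overlap (21.2% of all genes, 10% by chance). The call of CCNA_03181 was lost without the vector's replicate 1 in this background (0.99), and CCNA_03574 was called without that library (1.11) or without CrfA replicate 3 (1.03). CCNA_00618 and CCNA_02794 lost their calls when any 1 of the 6 libraries compared was left out (adjusted p from 0.0540 to 0.114), CCNA_02808 without vector or CrfA replicate 2 or 3 (0.0909 to 0.190), and CCNA_03074 without vector replicate 3 or CrfA replicate 2 or 3 (0.0544 to 0.0795). Without scaling CCNA_00618, CCNA_02808 and CCNA_02794 were not called (0.0504 to 0.0977), nor was CCNA_02808 with the 2 groups fitted alone (0.106). Without CrfA replicate 2 in this background 7 genes were called and without SisA replicate 2, which adds to the shared spread, 19.

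The transcripts raised by CrfA rose less where sisA to sisD were missing. Leaving out crfA and CCNA_R0079, 33 genes were higher with CrfA in ΔvanAB. Their median change was 1.32 there and 0.47 in ΔvanAB ΔsisA-D, where all 33 were above 0, between 0.14 and 1.12, with 1 called and 8 at the adjusted p alone. The vector libraries differ as well: these genes were higher with the vector in ΔvanAB ΔsisA-D by a median of 1.08, and with CrfA 26 of the 33 stood higher there than in ΔvanAB (median 0.28), CCNA_03574 at 1270 against 772 and CCNA_03181 at 1672 against 1519. The difference between backgrounds was negative for 33 of 33 and called for 15 (7 to 22 of the genes then higher with 1 library left out, 4 without scaling), among them CCNA_03181 (-1.82, adjusted p = 0.00319), meaA (-1.81, adjusted p = 0.00319), CCNA_03574 (-1.78, adjusted p = 0.00593) and hppA (-1.59, adjusted p = 0.00319). It did not pass for CCNA_03444 (-1.15, adjusted p = 0.124), CCNA_03263 (-1.12, adjusted p = 0.410) or CCNA_00338 (-0.53, adjusted p = 0.604), nor for crfA (-0.92, adjusted p = 0.778). These 33 were selected by their rise in ΔvanAB, which favours a smaller change elsewhere. The 154 genes that fell with SisA in ΔvanAB, selected without the CrfA libraries, had a median CrfA change of 0.62 in ΔvanAB and 0.22 in ΔvanAB ΔsisA-D.

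Over all genes the CrfA response differed between backgrounds for 20, 19 negative and 1 positive, the last being CCNA_01102 (1.21, adjusted p = 0.0219), whose fall was seen in ΔvanAB. Of the SisA reporter targets 1 differed and 3 over the list alone (adjusted p = 8.09e-06, and 0.0523 with an estimated correlation), and of the follow-up genes 2 and 4 (adjusted p = 9.57e-08, and 0.139 with an estimated correlation). Without scaling 4 genes differed, 4 of them in the set of 32 genes then higher with CrfA. Leaving out 1 library gave 8 to 35. CCNA_01102 was not called without vector replicate 1 or any CrfA library of ΔvanAB, or without vector replicate 1 or CrfA replicate 2 or 3 of ΔvanAB ΔsisA-D (adjusted p from 0.0519 to 0.0816), and CCNA_03444 was called without vector replicate 2 of ΔvanAB (-1.43). Without scaling CCNA_01102 was not called (adjusted p = 0.256).

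**Figure D4:**
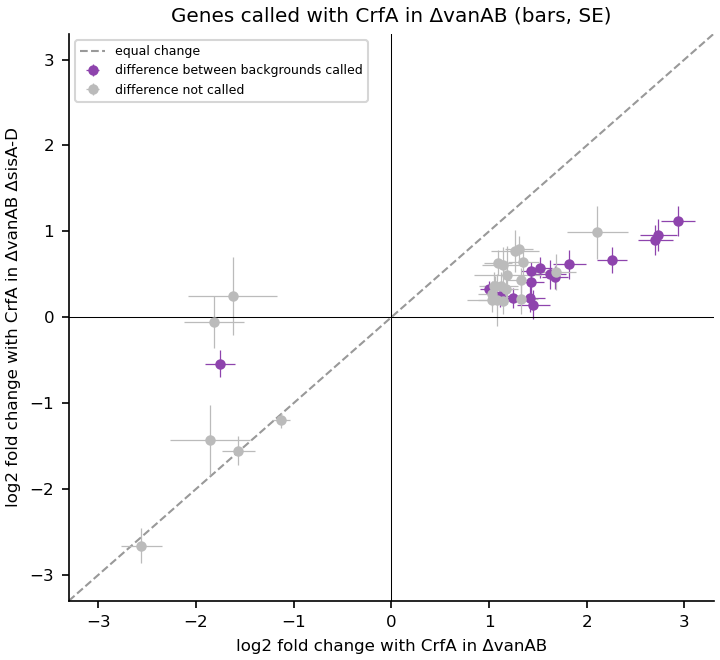
Log2 fold change with CrfA in ΔvanAB (horizontal) and in ΔvanAB ΔsisA-D (vertical) of the genes called in ΔvanAB, bars are SE, purple marks genes whose difference between backgrounds was called and the dashed line marks equal change. The 33 genes higher in ΔvanAB lie between 0.14 and 1.12 on the vertical axis.

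The vector libraries were compared to see how cells without sisA to sisD differ without any pulse. The backgrounds are separately built strains, and the study lists a resistance cassette in place of sisA in ΔvanAB ΔsisA-D. Other differences between the strains or their cultures cannot be told apart from the lack of sisA to sisD. Of the 154 genes that SisA lowered in ΔvanAB, 37 were higher without its genes. CCNA_03263 was 6.80-fold higher (2.76, SE 0.31, adjusted p = 2.93e-05), CCNA_03574 5.64-fold (2.50, SE 0.19), CCNA_02234 5.39-fold (2.43, SE 0.16), hppA 4.93-fold (2.30, SE 0.15) and CCNA_03444 4.45-fold (2.15, SE 0.21). CCNA_03181 (1.95), the nucleoside permease gene CCNA_01700 (1.83) and CCNA_00338 (1.16, adjusted p = 0.000889) were higher as well, and CCNA_00572 was at 2.21 with a wide error (SE 0.65, adjusted p = 0.0177). Lower were CCNA_00705, 7.58-fold (-2.92, SE 0.30, adjusted p = 1.85e-05), CCNA_02274 (-2.39), CCNA_00184 (-2.16), CCNA_01353 (-2.11), CCNA_01102 (-1.78), cysI of sulfite reduction (-1.61), hutA (-1.57) and CCNA_01178 (-1.53). crfA was not called (1.27, SE 0.59, adjusted p = 0.117), though its groups did not overlap, and neither was hfq (-0.06).

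Of the SisA reporter targets 4 were higher in cells without sisA to sisD, 4 also when adjusted over the list alone, and 5 at the adjusted p alone (adjusted p = 0.000112, and 0.0893 with an estimated correlation), and CCNA_00857 was at 0.87 (1.04 and called without scaling). All 5 follow-up genes were higher, 5 over the list alone (adjusted p = 1.60e-06, and 0.203 with an estimated correlation). The 26 ribosomal protein genes, a list added after the data were seen, shifted down by a median of -0.64, with 0 called by limma at 2-fold and 19 at the adjusted p alone (adjusted p = 2.84e-09, and 0.373 with an estimated correlation). The 5 genes of the TCA cycle shifted by -0.46, 4 of them at the adjusted p alone and 0 at 2-fold (adjusted p = 0.00243, and 0.524 with an estimated correlation). The 7 phosphate uptake genes shifted by -0.41, again 4 at the adjusted p alone and 0 at 2-fold (adjusted p = 0.0395, and 0.672 with an estimated correlation). Called genes numbered 119, 83 higher and 36 lower, with 1275 at the adjusted p alone, 633 of them higher, and 47.0% of all genes had groups that did not overlap (10% by chance). Without scaling 146 genes were called, 125 higher and 21 lower, so that the share of higher genes went from 69.7% to 85.6% and the median of all genes was 0.18. CCNA_00338 was not called without the vector's replicate 1 of ΔvanAB (0.90) or of ΔvanAB ΔsisA-D (0.96), and crfA passed without SisA replicate 2 (1.31, adjusted p = 0.0200). CCNA_00572 was not called without vector replicate 2 of ΔvanAB or 1 or 3 of ΔvanAB ΔsisA-D (adjusted p from 0.0531 to 0.0765), or with the 2 groups fitted alone (0.0706).

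Set against the pulses, 39 of the 41 genes called both for the missing sisA to sisD and with SisA in ΔvanAB had opposite signs (3.41 expected), although the vector libraries of ΔvanAB, the reference in both, favour equal signs. The other 2, both higher in each, were CCNA_00706 (1.13 without sisA to sisD, adjusted p = 0.0121) and CCNA_00913 (1.01 with SisA and 1.03 without sisA to sisD), the latter chosen after its values were seen. With SisA in ΔvanAB ΔsisA-D 43 of 43 shared genes had opposite signs (4.48 expected), and with CrfA in ΔvanAB 22 had the same sign (0.818 expected). The vector libraries shared in these pairs favour the sign seen in each, so part of either excess may come from them. In the simulations with changes placed at random, at most 19 genes were called in both with opposite signs in the first pair and 3 with the same sign in the second. Across genes the covariance was -0.120 for the first pair against -0.0220 on average and -0.0942 at the lowest in the simulations of unchanged groups, and 0.0651 for the second against 0.0246 on average and 0.0994 at the highest, so the second lay within the simulated range. Of the 33 genes higher with CrfA, 20 were higher without sisA to sisD (median 1.08), 27 fell with SisA in ΔvanAB (median -1.64) and 32 fell with SisA in ΔvanAB ΔsisA-D (median -2.73). The exception, CCNA_01154, named after its values were seen, was at -0.26 there (adjusted p = 0.680).

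By the study's own annotation of genes it chose on these samples, which is therefore not independent evidence of direction, genes were counted by class. All 10 TonB-dependent receptors so annotated fell with SisA in ΔvanAB (median -2.07) and in ΔvanAB ΔsisA-D (median -3.40), 7 rose with CrfA in ΔvanAB (median 1.39), and 8 were higher without sisA to sisD (median 1.46). With CrfA in ΔvanAB ΔsisA-D limma called 0 of them (median 0.57, from 0.34 to 0.99). All 7 inner membrane transporters fell with SisA in both backgrounds (medians -2.14 and -3.12), 2 rose with CrfA in ΔvanAB (median 0.80) and 6 were higher without sisA to sisD (median 1.22). Of 21 metabolic enzymes, 20 fell with SisA in ΔvanAB (median -1.93), 21 fell in ΔvanAB ΔsisA-D (median -2.57), 15 rose with CrfA in ΔvanAB (median 1.11) and 1 in ΔvanAB ΔsisA-D (median 0.27).

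Across the 7 comparisons 14 gene lists were tested, 98 pairs in all, of which 26 passed at an adjusted p of 0.05 or less and 6 also with an estimated correlation. The 6 were the SisA reporter targets with SisA in both backgrounds, with CrfA in ΔvanAB and in the SisA difference, and the follow-up genes with SisA in ΔvanAB ΔsisA-D and in the SisA difference. The 3 genes of the TonB energy complex had 0 called by limma with SisA in ΔvanAB, 0 also at the adjusted p alone, and did not pass as a set (adjusted p = 0.793). The 5 genes of RNA chaperone and decay held hfq as the 1 gene called with SisA, and did not pass in ΔvanAB (adjusted p = 0.230) or ΔvanAB ΔsisA-D (adjusted p = 0.169). The xylose genes did not pass with SisA in ΔvanAB (adjusted p = 0.303), nor the 15 chemotaxis genes with CrfA in ΔvanAB (adjusted p = 0.242). Median, mean and set test differed in sign with SisA in ΔvanAB for small RNAs, ribosomal proteins, cell cycle regulators, chemotaxis and the TonB complex, none of which passed there. They also differed for RNA chaperone and decay with CrfA in ΔvanAB and in the SisA difference, for chaperones and proteases with SisA in ΔvanAB ΔsisA-D, for the TCA cycle and flagellum with CrfA in ΔvanAB ΔsisA-D, for small RNAs between the vector groups, and for the TonB complex, xylose and phosphate genes in the SisA difference. None of these passed either. Without SisA replicate 2 the ribosomal proteins by symbol passed with CrfA in ΔvanAB (adjusted p = 0.0256), and RNA chaperone and decay (0.0439) and the mobile capsule island (0.00703) with SisA in ΔvanAB ΔsisA-D. These values are at the preset correlation. With all libraries and an estimated correlation the set tests gave adjusted p = 0.9424, 0.7055 and 0.8485, in this order.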

Values the study reported

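The study reported 47 transcripts as differentially expressed at a false discovery rate of 0.05 or less. In Escherichia coli cells with the Hfq of Caulobacter, it reported that SisA lowered a gfp reporter of CCNA_03574 about 6-fold. After CrfA was overexpressed, it reported SisA levels about 5-fold lower within 10 min.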

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

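The tests of SisA replicate 2, of the levels reached with each plasmid, of induction and scaling for the genes raised by CrfA, of the genes lowered by CrfA in both backgrounds, and of the regroupings with the average plasmid effect taken away were chosen only after the result was seen, whereas the test of the selection of the CrfA genes and the other splits of the samples were set before the data were examined.

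The SisA response differed between ΔvanAB ΔsisA-D and ΔvanAB, by a test of the difference itself, for 23 genes. The differences in log2 fold change were 2.21 for CCNA_00705 and 1.39 for CCNA_01102, which rose more without sisA to sisD, and -1.45 for CCNA_03444, -1.87 for CCNA_03181, -1.90 for CCNA_03574, -2.19 for hppA and -2.44 for CCNA_03263, which fell by more. The 21 negative ones go with higher levels in the vector libraries of ΔvanAB ΔsisA-D (median 1.38), since with SisA the levels differed by a median of 0.11 and were lower there for 4 of 21. As sets, the SisA reporter targets (adjusted p = 3.86e-08, and 0.0240 with an estimated correlation) and the follow-up genes (adjusted p = 4.34e-13, and 0.0446 with an estimated correlation) differed downwards and hold with either correlation. The 22 cell cycle regulators differed upwards by a median of 0.15 with 0 called by limma, 0 over the list alone (adjusted p = 0.0297, and 0.783 with an estimated correlation, or 0.0721 without scaling). At the preset correlation, small RNAs (0.000402) and the mobile capsule island (0.0467) also passed without scaling, and chemotaxis (0.0256) and ribosomal proteins by symbol (0.0116) without SisA replicate 2.

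The CrfA response differed between the backgrounds for 20 genes. The differences were 1.21 for CCNA_01102, -1.59 for hppA, -1.78 for CCNA_03574, -1.81 for meaA and -1.82 for CCNA_03181. The SisA reporter targets (adjusted p = 8.09e-06, and 0.0523 with an estimated correlation) and the follow-up genes (adjusted p = 9.57e-08, and 0.139 with an estimated correlation) differed downwards at the preset correlation. Lists that differed upwards at that correlation, each with 0 genes called by limma and 378 genes of all at an unadjusted p under 0.05, were the flagellum (median 0.09, adjusted p = 0.0424, and 0.848 with an estimated correlation), chemotaxis (0.15, adjusted p = 0.0395, and 0.783 with an estimated correlation), cell cycle regulators (0.17, adjusted p = 0.0297, and 0.783 with an estimated correlation) and ribosomal proteins by symbol (0.24, adjusted p = 0.000840, and 0.783 with an estimated correlation). Without scaling the flagellum and chemotaxis (adjusted p = 0.0562 for each) and the cell cycle regulators (0.0529) did not pass. Without SisA replicate 2 the mobile capsule island passed at the preset correlation (0.0256).

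For the comparisons of 3 with 3 libraries there are 10 splits, too few for a share under 0.05. The real split called 164 genes with SisA in ΔvanAB and the highest other 1, and for CrfA in ΔvanAB these numbers were 42 and 0. For SisA in ΔvanAB ΔsisA-D they were 215 and 0, for CrfA in ΔvanAB ΔsisA-D 11 and 1, and for the vector groups 119 and 0. Of 100 regroupings of plasmid names within each background, 6 gave at least the 23 genes of the SisA difference, with up to 527, and 10 gave at least the 20 genes of the CrfA difference, with up to 349, so this test does not exclude chance. The count of 527 came from a swap of the vector and SisA names in 1 background, which turns a shared plasmid effect into a difference. Each regrouping with a count above the real one gave 0 once that effect was taken away. After the plasmid effect averaged over both backgrounds was taken away, 1 of 100 regroupings, the real one, gave as many genes for each difference, with at most 2 in the others. This second test was chosen after the first was seen, and the effect it takes away was fitted with the real names. It is therefore not taken to exclude chance.

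The 33 genes raised by CrfA in ΔvanAB rose less in cells without sisA to sisD, where their level with the vector was higher (median 1.08). A lower level of crfA is argued against, since with the CrfA plasmid it was higher in ΔvanAB ΔsisA-D than in ΔvanAB (log2 ratio 0.35), but its rise over its own vector was 4.35 there against 5.26 (difference -0.92, adjusted p = 0.778), and its reads may not be fully told apart from those of CCNA_R0079. Scaling is argued against, since the median difference between backgrounds was -0.89 at the nearest to 0 of no scaling and median-ratio scaling. Selection of the genes in 1 background is argued against, since genes selected by their fall with SisA kept a ratio of only 0.354 between their median CrfA changes in ΔvanAB ΔsisA-D and ΔvanAB. A limit set by the higher starting level stays open in these libraries. So does the hypothesis that CrfA may act on these transcripts largely through SisA and its copies, since the table lists these near 0 and cannot show their levels after the CrfA pulse. The study concludes the latter with other experiments, among them a CCNA_03574 reporter that CrfA did not regulate without sisA to sisD. It also reported that CrfA did not activate its targets in such cells, whereas the 33 genes here, chosen by other limits, kept a median change of 0.47.

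SisA replicate 2 in ΔvanAB stood apart, with 320 genes at least 2-fold from the rest of its group, 253 of them higher, and 65.3% of the 320 under 600 nt against 31.0% of other genes. A mislabelled vector culture is argued against, since 95.6% of the 203 genes that SisA lowered in the other background lay below all 3 vector libraries in it (99.5% in replicate 1 and 100% in replicate 3). Its lower depth is argued against, since 61.9% of the 320 genes held at least 100 reads in it and on average in replicates 1 and 3, and reads of ssrA came to 119753 against 29415 and 20433. A wider scatter of short transcripts may be part of it, with an SD in genes under 300 nt that was 3.55 times that in genes of 1500 nt or more. The margin is small, since SisA replicate 3 in ΔvanAB ΔsisA-D had 3.32. SisA replicate 3 had 3.40, but its deviation is taken from a mean that includes replicate 2, so it is no separate comparison. In SisA replicate 2 these SDs were 1.37 and 0.385. Outside its group they were at most 0.549 and 0.266, both in vector replicate 2 of ΔvanAB. Over-representation of short transcripts stays open, since the deviation did not follow gene length over all genes (Spearman's rho 0.0179), while of the outlying genes under 600 nt 152 were higher and 57 lower, and no biological explanation was tested.

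CCNA_01371, CCNA_02179 and CCNA_02741 fell with CrfA in both backgrounds, 3 genes where 0.0145 would be expected of independent lists, and the backgrounds share no library. Scaling is argued against, since all 3 kept both calls without scaling. The differences between backgrounds were -0.10, 0.01 and -0.07 (adjusted p = 0.949, 0.995 and 0.909). CCNA_01371 was also lower with SisA in ΔvanAB (-0.98, adjusted p = 0.00376) and in ΔvanAB ΔsisA-D with the vector (-0.77, adjusted p = 0.0105), as was CCNA_02179 in the latter (-0.94, adjusted p = 0.000759). These 3 falls are consistent with an effect of CrfA that does not need sisA to sisD, a hypothesis found and tested on the same libraries.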

How the results depend on the processing

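The alternatives with limma-voom and without SisA replicate 2 outside its own comparisons were tests chosen after seeing the data. Other pseudocounts and the omission of small and stable RNA genes were planned for each comparison, and their use for the number of named calls, and of pseudocounts for shared and CrfA-raised genes, was chosen after seeing the data. Of 165 pairs of named gene and comparison, 103 were called, 68 stayed called in every alternative run, 35 lost the call in at least 1, and 11 others gained one. A pseudocount of 10 ended 20 of these calls and added 2, no scaling ended 11 and added 3, fitting only the groups compared ended 11, limma-voom and a pseudocount of 0.1 each ended 5 and added 2, the replicate block ended 4, and leaving out small and stable RNA genes ended 3. With median-ratio scaling all 165 kept their side of the threshold and their direction. The mobile capsule island in the SisA difference turned from down (adjusted p = 0.549) to up (0.0256) without SisA replicate 2. Values that moved follow, and the cause was not tested where the setting itself does not give it.

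The adjusted p alone, which drops the fold limit, gave 401 genes with SisA and 284 with CrfA in ΔvanAB, 423 and 63 in ΔvanAB ΔsisA-D, and 1275 for the vector groups. A 5-fold limit with at least 10 reads gave 12, 6, 43, 3 and 5, and for the differences 1 (SisA) and 0 (CrfA, limma, with 378 at an unadjusted p under 0.05). A pseudocount of 10, which shrinks changes of low genes, gave 89 with SisA and 26 with CrfA in ΔvanAB, 5 with CrfA in ΔvanAB ΔsisA-D, 55 for the vector groups, 42 and 37 for the differences, 14 opposite genes, and 19 CrfA genes with a median of 0.56 in ΔvanAB ΔsisA-D. With a pseudocount of 0.1 Pearson's r of SisA and CrfA was -0.0897. Without scaling the differences had 5 and 4 genes, 4 of the CrfA genes differed and their median was 0.40. The SisA difference had 7 genes with only its groups fitted. limma-voom gave 18 genes with CrfA in ΔvanAB ΔsisA-D, 51 for the CrfA difference and 24 of the CrfA genes. Of 26 pairs of list and comparison 6 hold with the correlation estimated. The alternatives with DESeq2 and the exact test of edgeR, planned for a table of counts, were not run, and limma-voom on the recovered reads stands in their place.

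Leaving out 1 library gave 160 to 176 genes with SisA and 34 to 48 with CrfA in ΔvanAB, 207 to 220 with SisA and 7 to 19 with CrfA in ΔvanAB ΔsisA-D, 97 to 127 for the vector groups, and 95 to 104 named calls. The SisA difference had 18 to 38 (38 without SisA replicate 2). The CrfA difference had 8 to 35: 8 without vector replicate 1, CrfA replicate 1 or CrfA replicate 3 of ΔvanAB, 10 without CrfA replicate 2, and 35 without SisA replicate 2. In ΔvanAB ΔsisA-D it had 11 and 10 without vector replicates 1 and 2, and 13, 11 and 10 without CrfA replicates 1, 2 and 3. Opposite genes numbered 21 to 34, r was -0.297 (without vector replicate 2) to -0.0290 (without vector replicate 3), and rho 0.0482 to 0.240 without these. The CrfA genes numbered 25 to 38 with a median of 0.36 to 0.53, and 7 to 22 of them differed: 7 without vector replicate 1, CrfA replicate 1 or 3 of ΔvanAB, or vector replicate 2 or CrfA replicate 3 of ΔvanAB ΔsisA-D, 8 without CrfA replicate 2, 9 without vector replicate 1 or CrfA replicate 2 of ΔvanAB ΔsisA-D, and 22 without SisA replicate 2, as against 15. List pairs numbered 32 without SisA replicate 2. With 2 libraries left in a group, the spread is pooled over all groups.

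With the replicate number as a block, counts were 166, 40, 215, 10 and 119 for the 5 comparisons in the order above, and 21 and 12 for the differences. With the block, 11 of the 31 genes then higher with CrfA differed between backgrounds, as against 15 of 33. Correlations between deviations of libraries with the same number ran from -0.494 to 0.511 over 45 pairs, 8 of them over 0.1, and 2 of 18 libraries correlated best with their own number. This gave no sign of pairing over all groups together. It cannot exclude pairing within a single comparison. The block took the calls of CCNA_02794 (adjusted p = 0.0586) and CCNA_02808 (0.0718) with CrfA in ΔvanAB ΔsisA-D, where these correlations were 0.511, 0.0922 and 0.325, and of CCNA_03444 in the SisA difference (0.0508) and CCNA_01102 in the CrfA difference (0.0516), and chaperones and proteases passed with SisA in ΔvanAB (0.0483).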

Other observations

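Values in this part that rest on tests chosen after the data were seen are the counts over several comparisons, which were not planned.

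Without a fold limit, the vector groups differed in more genes than any pulse: 1275 at the adjusted p alone, of which 633 were higher in ΔvanAB ΔsisA-D. These included cysI of sulfite reduction, which was lower (-1.61, adjusted p = 6.24e-05), and the ribosomal protein genes, with 19 of 26 lower at the adjusted p alone (set adjusted p = 2.84e-09, and 0.373 with an estimated correlation).

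At an adjusted p of 0.05 or less and a change of at least 2-fold, 233 genes passed in at least 1 of the 4 comparisons of a pulse with its vector. That is higher than the value quoted from the study above. The study names more than 1 set of limits. Beside that value it gives no fold limit, and 592 genes passed here without one. Its methods, however, name a 2-fold limit with the same false discovery rate for its list of changed genes, which is the limit of the 233 genes. At its 5-fold limit 42 genes were lower with SisA in either background and 10 in both, so the size of the gap depends on the limit.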
